A study of Mus musculus with 4 samples. Its data were reported in "miRNA‐1 regulation is necessary for mechanical overload‐induced muscle hypertrophy in male mice" (2025).

How the data were processed

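Chimeric eCLIP-seq was measured in mouse plantaris muscle after mechanical overload (MOV), a surgery that loads the plantaris by removing its synergist muscles. The muscle had been injected with a control lentivirus or with a lentivirus that makes a miR-1 mimic. In this assay Ago2, the protein that carries miRNAs to their targets, is crosslinked and immunoprecipitated, and the miRNA is ligated to the target fragment beneath it. A chimeric read therefore names both the miRNA and its target. There were 4 libraries, 1 in each of 4 groups taken from the labels: MOV control, MOV mimic, and an input library for each. The processed files of the MOV control and MOV mimic libraries were used, and the inputs were not analysed here.

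The deposited values were estimated counts, the number of chimeric reads of 1 miRNA in 1 peak, and the authors did not scale them to depth. According to the methods, the authors trimmed adapters, filtered repetitive elements, aligned the reads with STAR, removed PCR duplicates by start position and a random sequence, and called peaks with CLIPper. Each file held its own set of peaks, and whether the libraries were called apart was not stated. The values were mostly fractions, with 17.4% of them whole in the control and 16.7% in the mimic. The origin of the fractions, and the choice of a name where miRNAs are alike in sequence, were not stated. The study described the value as the number of chimeric reads, and its list of targets kept values of at least 3. The files had no such minimum. The methods also describe an amplification with a miR-1 primer, but most reads in both files belonged to other miRNAs, so the shares of miRNAs below describe these files and not the abundance of miRNAs in muscle.

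The methods name the mm9 build. The coordinates were checked against that build and were of another, since 36 peaks of the control and 35 peaks of the mimic lay beyond the ends of mm9 chromosomes. Of the peaks, 99.1% in the control and 99.2% in the mimic overlapped a RefSeq gene of GRCm38 (mm10), against 56.6% in both libraries for the genes of mm9. Coordinates are given in GRCm38, counted from 1. Genes were assigned from the spans of 49980 RefSeq genes of GRCm38.p6, and the strand of 27977 of them was taken by gene name from the GENCODE annotation of mm9. A peak was given the gene with the largest overlap on its own strand, or a gene of unknown strand where there was none. Exons, coding sequence and untranslated regions of GRCm38 were not used here, so the position of peaks within transcripts and seed matches in nuclear genes were not analysed. The mitochondrial chromosome was the exception. All 37 of its genes had identical spans in both builds, so its mm9 sequence was used to look for seed matches.

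Each line of a file, a peak with 1 miRNA, was counted as a peak of that miRNA. For each library the number of such peaks, the summed reads, the miR-1a-3p share of peaks and its target genes were computed. The mature miRNA of the miR-1a loci is called miR-1a-3p in the files. Peaks of the same miRNA and strand were counted as overlapping with at least 1 shared nucleotide, and shared peaks were pairs that were each other's largest overlap. Their change was the log2 ratio of mimic to control reads. No pseudocount was needed because both values were above 0. To place the median change, 10000 random sets of shared peaks of other miRNAs were drawn, matched to the miR-1a-3p peaks in 10 bins of mean reads. As a background, 148 miRNAs with at least 50 peaks in each library were used, miR-1a-3p included.

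With 1 library per group there was no test between conditions, and no p-value between them is given. Intervals are 95% intervals. Shares have exact Clopper-Pearson intervals, read numbers exact Poisson intervals, ratios of reads exact conditional binomial intervals, all on reads rounded to whole numbers, and medians have order-statistic intervals. They cover counting error only. They hold neither the variation between animals nor that between library preparations, so a difference between the libraries describes these libraries. Depth was taken as the sum of chimeric reads in the peaks of each file, 232408 in the control and 259207 in the mimic, since the total reads sequenced were not used here.

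Named genes followed a rule set before the data were examined. They were the 7 genes that the study found to be both targeted by miR-1 and differentially expressed, the 5 genes with the highest miR-1a-3p peak outside the mitochondrial chromosome in each library, and the 3 shared miR-1a-3p peaks with the largest rise and the 3 with the largest fall among those with mean reads at or above the median. Named miRNAs were the 10 with the most peaks and the 3 with the largest rise and the 3 with the largest fall in share of peaks among the background miRNAs. The study chose the 7 genes partly on these libraries, so their peaks are not independent evidence.

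The alternatives set before the data were examined were a minimum at the median value of all peaks (0.898 reads), equal numbers of peaks in both libraries, removal of the mitochondrial chromosome, miR-1a-3p pooled with miR-206-3p, shares of reads in place of shares of peaks, a 50% reciprocal overlap, overlap with any miRNA, overlap counted from the mimic library, division by library totals, and at least 2 peaks per target gene. A minimum of 3 reads and removal of the ribosomal RNA gene Rn18s-rs5 were added after seeing the data. The peak matching was tested on simulated data made from the 93468 peaks of the control library. For the comparison of mimic with control, a simulated overlap share of 70.8% was recovered as 71.3%. A simulated median log2 change of 0.50 was recovered as 0.50. The changes of 100% of 200 changed peaks were recovered to within 1 log2 unit. The simulated data came from the control library alone, so the simulation set the differences to be recovered. The recovery therefore checks the matching of peaks and gives no accuracy for single sites of the real libraries. There, the log2 ratios of shared miR-1a-3p peaks had an SD of 1.79. Computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.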

Results

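The eCLIP-seq data comprised the control-injected and the mimic-injected plantaris after MOV-induced muscle hypertrophy, with 1 library each. Each library lists the places where Ago2 bound, together with the miRNA ligated to the target there. The control library held 20754 peaks and 232408 chimeric reads, and the mimic library held 21872 peaks and 259207 chimeric reads. Because 1 peak can hold several miRNAs, these correspond to 93468 peaks of single miRNAs in the control and 100897 in the mimic. Both libraries named 560 miRNAs. The median peak was 58 nt long in the control and 59 nt in the mimic. There was no replicate in either group, so every difference below compares these libraries and has no replicate check.

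Most peaks of a miRNA rested on few reads. The median was 0.907 reads in the control and 0.891 in the mimic. Values under 1 read made up 55.5% of the peaks in the control and 56.3% in the mimic, and held 10.5% and 10.1% of the reads. Peaks of 10 or more reads were 2.75% and 2.85% of the total and held 51.3% and 54.0% of the reads. The number of peaks was moved most by a minimum of 3 reads, chosen after seeing the data, which left 10835 peaks in the control and 11491 in the mimic. A few loci took a large part of the reads. The mitochondrial chromosome held 13.7% of the control reads and 13.4% of the mimic reads, the titin gene Ttn held 7.54% and 9.09%, and the ribosomal RNA gene Rn18s-rs5 held 6.71% and 6.41%.

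The next comparison asked whether the mimic raised the miR-1 bound to targets. miR-1a-3p had 5459 peaks in the control, 5.84% of all peaks (95% Clopper-Pearson interval 5.69 to 5.99%), and 6344 peaks in the mimic, 6.29% (6.14 to 6.44%). The intervals lay apart. They treat every peak of a miRNA as independent, although 1 peak held a median of 3 miRNAs in each library. They may therefore be too narrow even for counting error. The share was moved most by counting reads in place of peaks, with miR-1a-3p holding 11.8% of the chimeric reads in the control and 13.8% in the mimic. When miR-206-3p, which shares the seed of miR-1a-3p, was added to it, the intervals overlapped, at 7.37% of peaks in the control (7.20 to 7.54%) and 7.47% in the mimic (7.31 to 7.64%).

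The summed miR-1a-3p reads were 27411 in the control (95% Poisson interval 27088 to 27737) and 35876 in the mimic (35506 to 36249). The mimic library therefore had 1.31 times as many miR-1a-3p reads (1.29 to 1.33), or 30.9% more. All chimeric reads differed by a ratio of 1.12 between the same libraries, and the reads of all other miRNAs by 1.09 (1.08 to 1.10). After division by library totals the miR-1a-3p ratio was 1.17 (1.16 to 1.19), which was the lowest value over the alternatives tried. The peaks summed covered 378561 nt in the control and 447145 nt in the mimic, with a mean of 5.02 and 5.66 reads per peak. Among the 147 other background miRNAs, 17 had a higher ratio than miR-1a-3p. The background median was 1.06 and its 5th to 95th percentile ran from 0.764 to 1.46. The miR-1a-3p ratio was thus outside counting error but within the range of ratios of other miRNAs in these libraries. Of the 37 other miRNAs with at least 1000 reads in each library, a minimum chosen after seeing the data, 0 had a higher ratio. The highest of them was close, at 1.306 against 1.309 for miR-1a-3p.

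**Figure D1:**
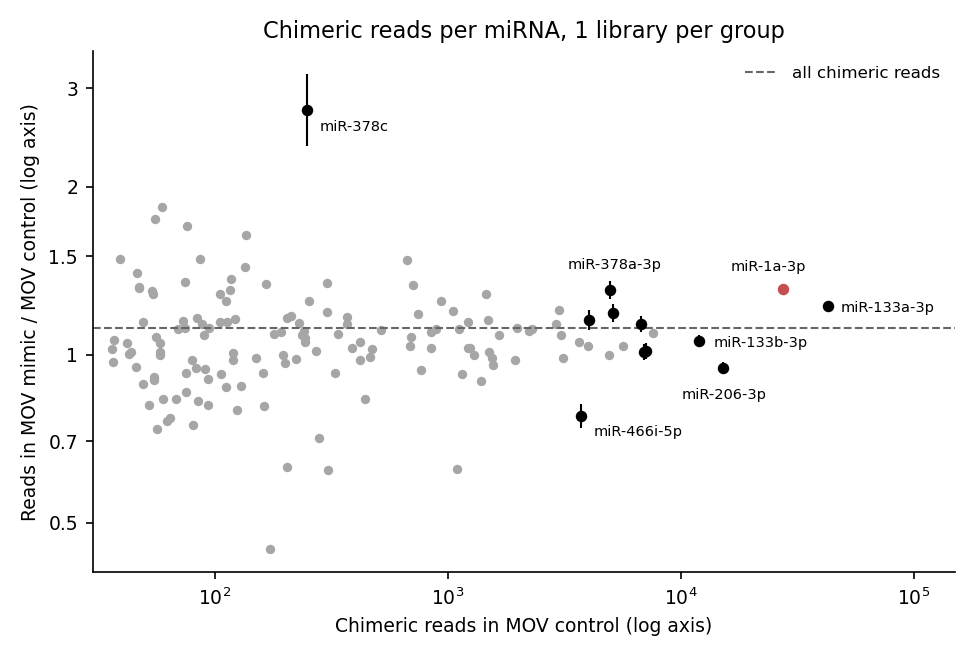
Ratio of chimeric reads in MOV mimic to MOV control (log axis) against the chimeric reads in MOV control (log axis) for the 148 background miRNAs, 1 library per group. Grey points are single miRNAs, black points with 95% counting intervals are the named miRNAs, some of them with names, miR-1a-3p is red at 1.31, and the dashed line is the ratio of all chimeric reads, 1.12.

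Other muscle miRNAs were set beside miR-1a-3p. miR-133a-3p was the miRNA with the most peaks, at 7.90% of peaks in the control and 8.14% in the mimic, and its reads differed by a ratio of 1.22 (1.21 to 1.24). miR-206-3p fell from 4.37% to 3.99% of peaks, with a ratio of 0.947 (0.925 to 0.968), and miR-133b-3p fell from 3.78% to 3.54%. The other miRNAs among the 10 with the most peaks were miR-26a-5p, miR-27a-3p, miR-378a-3p, miR-24-3p, let-7c-5p and miR-22-3p. Among the background miRNAs, which had at least 50 peaks in each library, the 3 largest rises in share of peaks were those of miR-1a-3p with 0.447 percentage points, miR-378c with 0.410 and miR-378a-3p with 0.353. The 3 largest falls were those of miR-206-3p, which fell by 0.380 percentage points, miR-466i-5p, which fell by 0.331, and miR-133b-3p, which fell by 0.239. The highest ratio of reads among the background miRNAs was that of miR-378c, with 250 reads in the control and 684 in the mimic (ratio 2.74, 2.36 to 3.18). Names outside this background changed more. miR-199a-3p had 0 peaks in the control and 1708 in the mimic, a rise of 1.69 percentage points, while miR-199b-3p had 1710 in the control and 0 in the mimic, and its share fell by 1.83. The mature sequences of these miRNAs are the same, and they were the only 2 names with at least 50 peaks in 1 library and 0 in the other. Pooled, they fell by 0.137 percentage points, with a ratio of reads of 0.909 (0.864 to 0.956). The name given to this sequence therefore differed between the libraries. How names were given to other related miRNAs was not stated, so values of single members of the miR-1, miR-133 and miR-378 families are uncertain.

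To compare target sites between the control and the mimic, peaks of the same miRNA were overlapped. Of the miR-1a-3p peaks in the control, 2727 (49.95%, 48.6 to 51.3%) overlapped a miR-1a-3p peak in the mimic. In the reverse direction the share was 43.2% (42.0 to 44.4%). The peaks of all other miRNAs overlapped in 34.6% of cases, or 35.3% with miR-199a-3p and miR-199b-3p pooled, and the background miRNAs had a median of 24.5%, with 1 miRNA above miR-1a-3p. When miRNA names were permuted over the mimic peaks in 20 draws, 24.3% of the control miR-1a-3p peaks were overlapped on average. The overlap was moved most by the minimum of 3 reads, which raised it to 70.6%. Without it, the share followed the reads of the peak. It was 31.5% (29.7 to 33.4%) for control miR-1a-3p peaks under 1 read, 51.4% (49.1 to 53.6%) from 1 to under 3 reads, 84.9% (82.2 to 87.3%) from 3 to under 10 reads, and 99.3% (97.5 to 99.9%) for peaks of 10 or more reads, where 284 of 286 peaks were overlapped. At this depth, a miR-1a-3p peak of few reads seen in 1 library was not shown to be absent from the other.

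**Figure D2:**
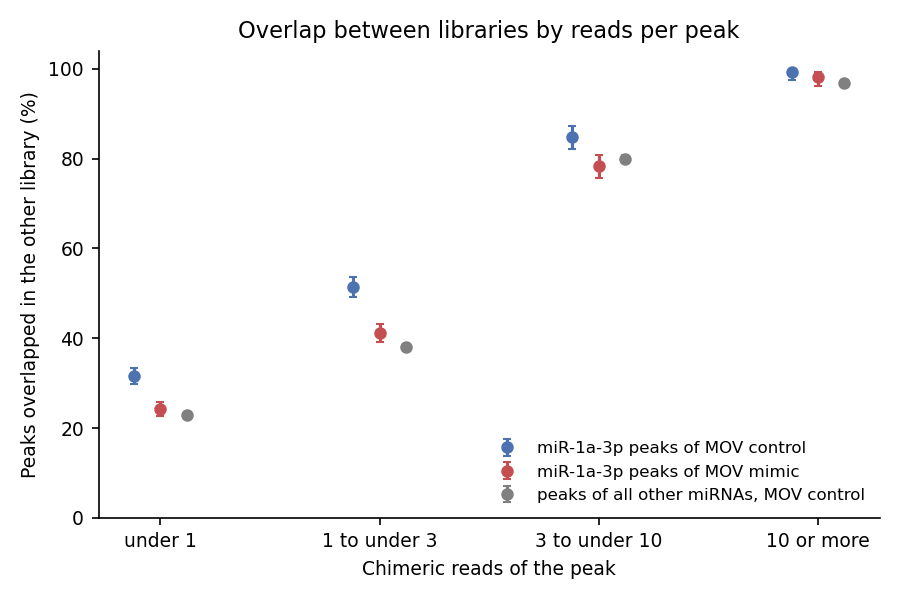
Share of peaks overlapped by a peak of the same miRNA in the other library (y axis, %) by the chimeric reads of the peak (x axis), with 95% Clopper-Pearson intervals, 1 library per group. Control miR-1a-3p peaks rise from 31.5% under 1 read to 99.3% at 10 or more reads.

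The change at single sites was measured over the 2626 miR-1a-3p peaks shared by both libraries. Their median log2 ratio of mimic to control was 0.28 (0.22 to 0.33), and 59.8% of them had more reads in the mimic. Shared peaks of other miRNAs had a median of 0.03 and all chimeric reads a log2 ratio of 0.16. After division by library totals, the alternative that moved the miR-1a-3p median most, it was 0.12. Random sets of shared peaks matched on mean reads had medians from 0.00 to 0.09 in the central 95%, and the highest of the 10000 sets had 0.16, so miR-1a-3p stood above all of them as a description of these libraries. The median was 0.18 for miR-133a-3p and 0.00 for miR-206-3p. Among 66 other miRNAs with at least 50 shared peaks, 3 had a higher median than miR-1a-3p. Single peaks scattered widely, with an SD of 1.79 over the shared miR-1a-3p peaks. For the 739 with at least 3 reads in both libraries the SD was 0.69 and the median 0.23.

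Peaks with the largest changes among the shared miR-1a-3p peaks had few reads, and each had under 1 read in 1 of the libraries. The 3 largest rises were at Clec16a on chromosome 16 (10563168 to 10563257 in the control), with 0.00693 reads in the control and 4.99 in the mimic, at Ttn on chromosome 2 (76814193 to 76814267), with 0.0755 and 6.11 reads, and at Neb on chromosome 2 (52201468 to 52201500), with 0.0864 and 4.74 reads. The 3 largest falls were at Col1a2 on chromosome 6 (4540542 to 4540656), with 5 reads in the control and 0.0571 in the mimic, at Ldha on chromosome 7 (46850893 to 46851009), with 8.21 and 0.247 reads, and at Prrc1 on chromosome 18 (57389562 to 57389633), with 6.16 and 0.203 reads. No fold change is given for them, since a value under 1 read is less than a single observed read. Some of these pairs also joined peaks of unlike length. The mimic peaks were the shorter ones at Ldha (46850886 to 46850909) and Prrc1 (57389585 to 57389588). At Neb the control peak was the shorter one, with the mimic peak at 52201427 to 52201501. Because 1 shared nucleotide was enough for a pair, such changes may reflect where peaks were cut.

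The peaks with the most miR-1a-3p reads were compared next. Outside the mitochondrial chromosome, the highest control miR-1a-3p peak was in Ldha on chromosome 7 (46850244 to 46850347, plus strand), with 289 reads (257 to 324) and 336 reads at overlapping peaks of the mimic. It was followed by peaks in Rn18s-rs5 on chromosome 17 (39847734 to 39847838) with 285 reads against 360 in the mimic, Atp2a1 on chromosome 7 (126460707 to 126460783) with 235 reads (205.9 to 267) against 176, Actn3 on chromosome 19 (4870909 to 4870989) with 222 reads against 443, and Thbs1 on chromosome 2 (118125878 to 118125996) with 198 reads against 238. Atp2a1 was the 1 of these 5 with fewer reads in the mimic. In the mimic, the highest was in Ttn on chromosome 2 (76723207 to 76723311, minus strand), with 403 reads (365 to 444) against 161 reads at overlapping peaks of the control. Peaks in Actn3 with 374 reads against 222 in the control, Rn18s-rs5 with 360 against 285, Ldha with 336 against 295 and Tpm2 on chromosome 4 (43514887 to 43515057) with 267 against 164 followed. Peaks on the mitochondrial chromosome were higher. The one in the ribosomal RNA gene mt-Rnr2 (1590 to 1740 in the control) held 5062 miR-1a-3p reads in the control and 6016 in the mimic, 18.5% and 16.8% of all miR-1a-3p reads. The one in ND1 (3467 to 3632) held 2393 and 3641 reads.

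Target genes were counted as genes with at least 1 miR-1a-3p peak. There were 2799 in the control and 3088 in the mimic, of which 1957 were found in both. With the minimum of 3 reads per peak, which moved the counts most, there were 757 in the control, 948 in the mimic and 555 in both. That left 202 genes in the control alone and 393 in the mimic alone. Peaks without an assigned gene were 0.989% of the miR-1a-3p peaks in the control and 1.31% in the mimic.

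The study singled out 7 genes as both differentially expressed in the mimic and targeted by miR-1, and their miR-1a-3p reads were compared between the libraries. All 7 had a miR-1a-3p peak in both libraries. A peak of at least 3 reads was found for 5 of them in the control, 6 in the mimic and 4 in both. Itm2a on chromosome X (107397195 to 107403360, minus strand) had 19.4 reads in the control (95% Poisson interval 11.4 to 29.7) and 18.4 in the mimic (10.7 to 28.4), a ratio of 0.945 (0.469 to 1.91). Its main peak lay at 107399192 to 107399291 in the control with 15.7 reads and at 107399177 to 107399294 in the mimic with 18.3 reads. Itgb1bp2 on chromosome X (101449088 to 101466122, plus strand) had 1 peak in each library, with 4.74 reads in the control (1.62 to 11.7) and 10.6 in the mimic (5.49 to 19.7), a ratio of 2.24 (0.705 to 8.08). Nxn on chromosome 11 (76257226 to 76399141, minus strand) had 17.3 reads in the control and 19.1 in the mimic, a ratio of 1.10 (0.550 to 2.29). The remaining genes had fewer than 10 reads in each library. These were B2m on chromosome 2 with 1.66 reads in the control and 5.62 in the mimic, Sh3d19 on chromosome 3 with 6.46 and 7.89, Acsl3 on chromosome 1 with 3.80 and 3.42, and Ypel2 on chromosome 11 with 2.92 and 3.94. The interval of every one of the 7 ratios included 1.12, the ratio of all chimeric reads, so a change of miR-1a-3p reads at these genes beyond the difference in depth was not detectable. B2m was an exception once miR-206-3p was added, an alternative chosen after seeing the data, with a ratio of 4.91 (1.30 to 25.3). The reads of all miRNAs at B2m also rose, from 31.5 to 62.2, a ratio of 1.97 (1.28 to 3.19), which lies within that interval.

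**Figure D3:**
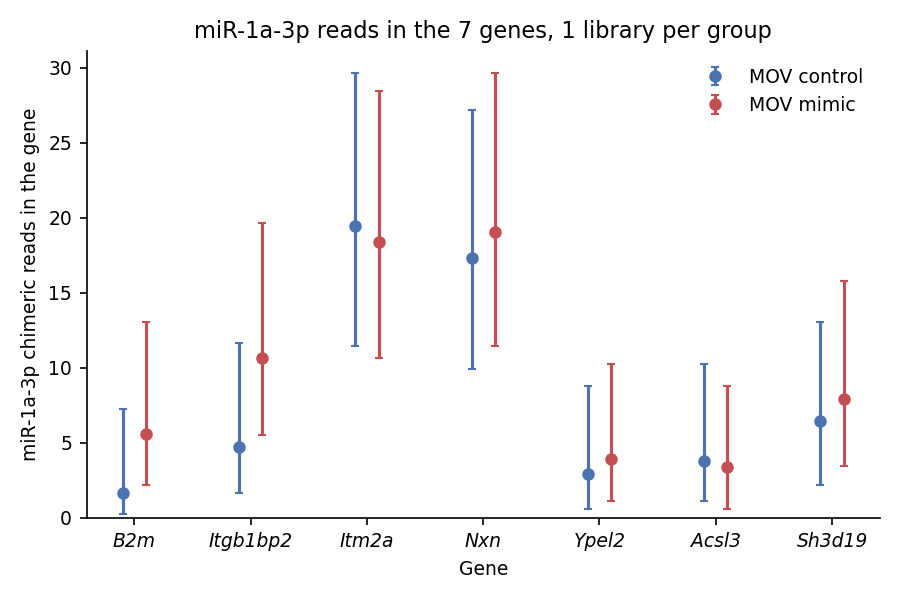
miR-1a-3p chimeric reads (y axis) in each of the 7 genes (x axis) in MOV control and MOV mimic, 1 library per group, with 95% Poisson intervals that cover counting error only. The intervals of the 2 libraries overlap for every gene.

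**Figure D4:**
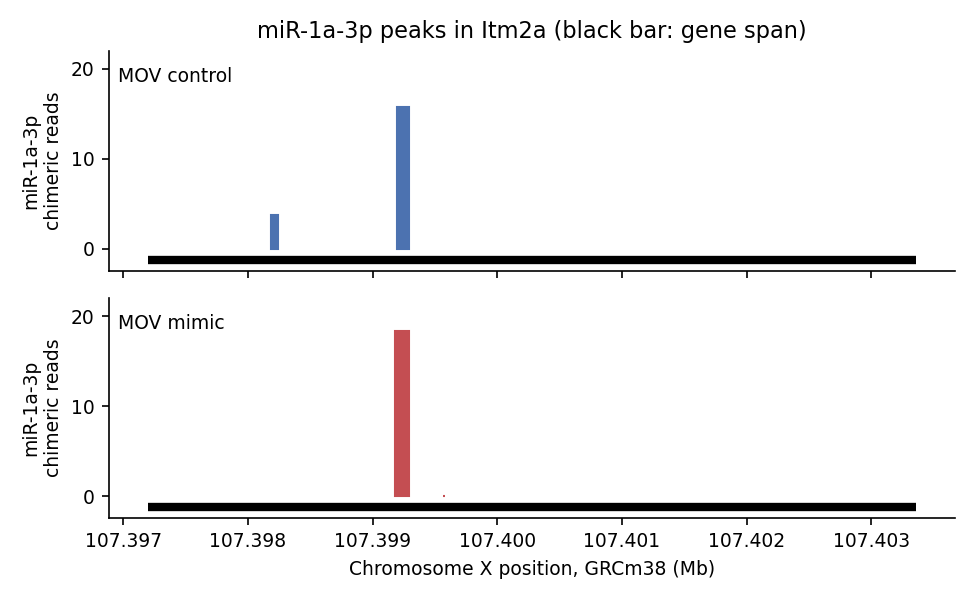
Map of Itm2a on chromosome X, GRCm38, with the position in Mb on the x axis and the miR-1a-3p chimeric reads of each peak on the y axis, for MOV control and MOV mimic, the black bar marking the span of the gene. The main peak has 15.7 reads in the control and 18.3 in the mimic and lies at the same place in both.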

Values the study reported

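The study described its eCLIP-seq as exploratory, with n = 1. It reported that miR-1 was 30% more abundant in the mimic-injected than in the control-injected plantaris after MOV, and it listed 985 genes targeted by miR-1. By RNA-seq, it found 137 genes that differed in expression between mimic and control after 10 days of MOV.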

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

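The minimum of 3 reads, the removal of Rn18s-rs5 and the alternatives at the 7 genes were chosen after seeing the data, and the other alternatives before. Over 69 alternative values of the comparisons, 41 stayed within the counting interval or within 1.5 times the count, 28 moved and 0 reversed. Counts, shares and overlaps could not reverse by construction, so only the miR-1a-3p ratio and the median change could. The miR-1a-3p ratio stayed above 1 and the median change at shared peaks above 0 under every alternative tried. All chimeric reads had a ratio of 1.12, a log2 ratio of 0.16, so depth alone could hold undivided values above 1 and 0. Pooling with miR-206-3p and division by library totals were not combined. The pooled median of 0.16 was close to the log2 ratio of all chimeric reads. Leaving out the mitochondrial chromosome or Rn18s-rs5, or taking equal numbers of peaks from both libraries, moved none of the comparisons.

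The minimum at the median value left 47193 peaks in the control and 49990 in the mimic, raised the miR-1a-3p share of peaks to 6.97% and 7.78%, and raised the overlap to 55.8%. The minimum of 3 reads left 10835 and 11491 peaks and raised the share to 10.0% and 12.3%, the overlap to 70.6% and the ratio of miR-1a-3p reads to 1.34. It lowered the target genes to 757 in the control, 948 in the mimic and 555 in both. Fewer peaks pass these settings by construction, and miR-1a-3p peaks pass more often because they hold more reads. Requiring at least 2 peaks per gene lowered the target genes to 1163, 1298 and 745, again by construction.

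With miR-206-3p added, the share of peaks was 7.37% in the control and 7.47% in the mimic. The ratio of reads fell to 1.18, because miR-206-3p had fewer reads in the mimic. The median log2 change fell to 0.16, and the shared peaks of miR-206-3p alone had a median of 0.00. Division by library totals gave a ratio of 1.17 and a median log2 change of 0.12. Shares of reads were 11.8% and 13.8%. The overlap was 41.4% with 50% reciprocal overlap, 43.2% counted from the mimic library, and 65.8% when any miRNA was accepted.

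The 14 alternative ratios at the 7 genes all stayed within the counting intervals of the reported ratios, which are wide. With miR-206-3p added, the ratio at B2m was 4.91 (1.30 to 25.3), and this interval excluded 1.12, the ratio of all chimeric reads. It included 1.97, the ratio of the reads of all miRNAs at B2m, and rests on few reads. Of 72 alternative changes in the share of peaks of the 12 named miRNAs, 70 kept their direction. The exceptions were miR-26a-5p, which reversed to -0.0989 percentage points with the minimum of 3 reads, for which the cause was not tested, and let-7c-5p, whose change was within counting error to begin with. Single sites are limited by few reads, since 55.5% of the control peaks held under 1 read each. How far depth accounts for these values is not known, since the origin of the fractions was not stated.

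Positions in coding sequence or untranslated regions, seed matches in nuclear genes, and the target genes restricted to such positions were not run, because the annotation used here has no exons in the build of the files. No miR-1b-3p peak was listed, so it added nothing to the family. No paired analysis was possible because each group had 1 library.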

Other observations

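The test on peaks found in 1 library was chosen before its result was seen. The tests on the rise of miR-1a-3p, on mitochondrial peaks, on target genes found in 1 library and on miR-378c, and the alternative ratios at Itm2a, were chosen only after the results or the data behind them were seen. All of them compare these libraries and carry no replicate.

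With no minimum of reads, the number of genes with a miR-1a-3p peak here was 2799 in the control library and 3088 in the mimic library. That is higher than the value quoted from the study above, whose list kept values of at least 3. With at least 3 reads per peak there were 757 genes in the control, 948 in the mimic, 555 in both and 1150 in either. The value of the study lies within the range of these counts. The methods also describe a filter of peaks by enrichment over input. It was not applied here, so its part in the difference is not known.

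The higher number of miR-1a-3p reads in the mimic library had several candidate explanations. Depth alone, a single factor for all miRNAs, would leave the miR-1a-3p ratio equal to that of the others, but it was 1.20 times that of all other miRNAs (95% counting interval 1.18 to 1.22). A few mitochondrial peaks were not the source either, since without that chromosome the value was 1.19 (1.17 to 1.21). Scatter between miRNAs beyond counting error stays open. Over the 37 other miRNAs with at least 1000 reads in each library the ratios ran from 0.778 to 1.31, and 0 of them lay above miR-1a-3p, though miR-378a-3p came close to it. Reads moved from miR-206-3p by the authors' assignment would leave both miRNAs together like the others. Together they were 1.07 times the other miRNAs (1.06 to 1.09), which is outside counting error but within that scatter, as 6 of 36 well covered miRNAs had a higher ratio than both pooled. Had miR-206-3p otherwise followed the ratio of the other miRNAs, its shortfall of 2356 reads would cover 41.3% of the miR-1a-3p excess of 5698. A shift of names may therefore explain a part of the rise, or the whole if miR-206-3p would otherwise have risen more than the others. Such a shift cannot be told apart from a true rise in these libraries, because the reads that miR-206-3p would otherwise have had are not known. Apart from these libraries, the study measured miR-1 by qPCR, which does not depend on the names of chimeric reads. It reported a smaller fall of miR-1 after MOV in the mimic-injected than in the control-injected plantaris. Names did shift at miR-199a-3p and miR-199b-3p, with 0 and 1710 peaks in the control and 1708 and 0 in the mimic. These have the same mature sequence, so this does not show that reads move between miRNAs of unlike sequence.

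Other miRNAs of the same loci also rose. The miR-133a loci lie in the same transcripts as the miR-1a loci, and the other 4 arms of these loci, miR-133a-3p, miR-133a-5p, miR-1a-1-5p and miR-1a-2-5p, had ratios of 1.10, 1.32, 1.33 and 1.57 after division by library totals. Their median of 1.33 lay above the range of 0.805 to 1.10 that held the central 95% of 10000 random sets of 4 miRNAs matched on reads, and 0 of the sets were as high. The last 2 arms had few reads, 86.4 and 55.4 in the control. The median rests on the arms with fewer reads, since miR-133a-3p, with 42768 reads in the control, had the lowest ratio of the 4. That arm also had no close match in the random sets. The nearest miRNA available, miR-206-3p, had 15264 reads in the control. The related miRNAs from other loci went the other way, with 0.849 for miR-206-3p and 0.948 for miR-133b-3p, but a shift of names between relatives would do the same. With miR-133a-3p and miR-133b-3p pooled the ratio was 1.06. This is consistent with a higher share of transcripts from the miR-1 and miR-133a loci in the mimic-injected muscle, which may reflect a difference between the muscles or an effect of the mimic. It is a hypothesis found and tested on the same libraries. An effect of the vector alone stays open and cannot be told apart from it, since the miR-1a-3p ratio was 1.07 times that of miR-133a-3p (1.05 to 1.09), a vector may also supply the 5p arm of its own hairpin, and there is 1 library per group. Unequal enrichment by the miR-1 primer named in the methods likewise stays open for miR-1a-3p itself. It would not raise the other arms, and other miRNAs made up 88.2% of the control reads.

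Mitochondrial RNA held the highest miR-1a-3p peaks, and abundant RNA could form chimeras without base pairing. If so, the pooled share of miR-1a-3p and miR-206-3p reads would be alike at peaks with and without a match to the seed. Among 36 mitochondrial peaks with at least 10 reads in the control, the 5 with the hexamer CATTCC, which pairs with the seed, had a mean share of 70.7% against 24.5% for the other 31, a difference of 46.2 percentage points (one-sided permutation p = 1.4e-03 over peaks, 1.4e-03 after Benjamini-Hochberg adjustment over 2 tests). In the mimic the 6 peaks with it had 70.8% and the other 30 had 22.1%, a difference of 48.7 percentage points (one-sided permutation p = 8.0e-05, adjusted 1.6e-04). As a control for chance sequence, 4 of 202 other hexamers in the control and 6 of 226 in the mimic gave a difference as large, and these may include hexamers that neighbor the site. The hexamer lay at 3556 to 3561 in ND1, at 5605 to 5610 in COX1 and at 12715 to 12720, 13169 to 13174 and 13510 to 13515 in ND5, and in the mimic also at 4242 to 4247 in ND2. Of these 6 sites 5 were in peaks of both libraries, so the second test is no independent repeat. Some peaks went against the trend, since 5 of the 31 control peaks and 3 of the 30 mimic peaks without the hexamer had a share above the lowest peak with it. The highest share of all in the control, 95.3%, was at an ND5 peak without the hexamer (12696 to 12713). It ended next to the site at 12715, and in the mimic 1 peak covered both. Pairing through the seed may therefore shape chimeras on mitochondrial RNA, though not at every peak. Whether it happens in the organelle, or in the lysate after the cells are broken, was not tested.

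The peak with the most reads departed from this. The mt-Rnr2 peak at 1590 to 1740 had no CATTCC, yet miR-1a-3p held 64.8% of its reads in the control (63.7 to 65.8%) and 69.2% in the mimic (68.2 to 70.1%), against 11.8% and 13.8% in the whole libraries. Ligation in proportion to the abundance of miRNAs would have left these shares near the library shares. Pairing outside the seed is a candidate explanation that was not tested, and reads from nuclear copies of mitochondrial sequence were not examined either. The same was seen at a CYTB peak (15190 to 15261) without the hexamer, where miR-1a-3p held 68.5% of the reads in the control and 69.8% in the mimic. These peaks were chosen after their values were seen.

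Peaks found in 1 library only were mostly peaks of few reads. If too few reads were the reason, the overlap would near 100% at well covered peaks. It was 99.3% for control and 98.1% for mimic miR-1a-3p peaks of 10 or more reads. From 3 to under 10 reads it was lower, at 84.9% for control and 78.3% for mimic peaks. Most of the sites that differ between the libraries may thus be a matter of sampling.

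Sampling did not account for all of it at the level of genes. Counting all reads of a gene, 851 genes reached 3 miR-1a-3p reads in 1 library only, 304 in the control and 547 in the mimic. Dividing the pooled reads of each gene at random between the libraries gave a median of 689 such genes (658 to 720), and the highest of 10000 divisions gave 750. Counting noise could therefore give 81.0% of the observed number. The rest may come from differences between the muscles or from noise beyond counting, and these were not separated.

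miR-378c had the highest ratio of the background miRNAs, with 250 reads in the control (220 to 283) and 684 in the mimic (634 to 737). It did not rest on a few peaks, since the highest mimic peak held 3.72% of its reads and there were 681 peaks. Reads moved within the miR-378 family remain possible. miR-378a-3p lost no reads and had a ratio of 1.17 after division by library totals. However, the reads gained by miR-378c are few beside the 6483 reads of miR-378a-3p. A shift of this size and a true rise therefore cannot be told apart. Of the miR-378c peaks, 77.4% in the control and 66.7% in the mimic also held miR-378a-3p.

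The study tested Itm2a by qPCR, along with Itgb1bp2. At Itm2a the summed miR-1a-3p reads in the mimic were 0.847 times those of the control after division by library totals. Without that division but with miR-206-3p added, they were 0.789 times those of the control. The main site had 15.7 reads in the control and 18.3 in the mimic, and the sum fell because a second control peak of 3.74 reads had no counterpart in the mimic. The reads of all miRNAs at Itm2a also fell, from 43.9 to 34.5, and miR-1a-3p held 44.3% of them in the control (28.3 to 59.0%) and 53.2% in the mimic (34.0 to 68.6%). None of these differences is outside counting error. By RNA-seq the study found Itm2a downregulated in the mimic group. Chimeric reads were not set against the amount of Itm2a RNA here. For both reasons these libraries neither show nor exclude a higher occupancy of the Itm2a site under the mimic.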
